A study of Mus musculus with 12 samples.

How the data were processed

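RNA was measured in colonic intestinal epithelial cells of wild-type (WT) C57BL/6 mice and of mice lacking Nfkb2 (knockout, KO), which encodes the p100/p52 subunit of the transcription factor NF-kB. Per the labels' protocols, the mice were 7 to 9 weeks old and were left untreated or given dextran sulfate sodium (DSS), a polysaccharide that injures the colonic epithelium, for 48 h. Epithelial cells were detached from colon pieces with EDTA, and about 90% of the isolated cells were typically CD45.2-negative and EpCAM-positive, per the labels. Total RNA had RNA integrity numbers of 7.2 to 9.2 (median 8.8), and libraries were made from 2 ng of it by the SMART-seq2 method, which copies polyadenylated RNA without molecular identifiers or strand information, and Nextera XT tagmentation. ERCC spike-in RNA was added per the labels. No ERCC row was among the values analysed here, so no spike-in scaling was made.

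The deposited values are whole-number counts of reads per gene, one column per sample, not normalized by the authors as far as the values show. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file headers. Each table listed the same 46517 versioned Ensembl gene IDs. Symbols and coordinates were taken from GENCODE release M21 (GRCm38) by matching IDs without their version. This matched 46005 IDs and left 512 under their Ensembl ID, and 27555 IDs matched with the version included, so many ID versions differ from those of that release. Coordinates are those of GRCm38 in that annotation.

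The titles put the 12 samples in 4 groups of 3. Total counts ranged from 5595909 to 8117740 per sample. A total of 3 counts was taken as the floor of detection, which is 0.356 to 0.529 CPM (counts scaled to the library total) depending on the library. Floors and count-based intervals cover counting error only, since PCR copies are not independent molecules. Within each group, a chi-square comparison of counts gave 6.88 to 29.6 per degree of freedom for the pairs of replicates, so no pair agreed within sampling noise. Since PCR copies are not independent molecules, libraries of the same RNA could also exceed that noise. The comparison therefore does not decide whether replicates are separate mice. Each was counted as its own sample.

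Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 12522 genes holding 99.8% of all counts. Libraries were scaled by TMM, 1 coefficient was fitted per group over all 12 samples, and contrasts were tested by the quasi-likelihood F test (two-sided). A gene passed when its Benjamini-Hochberg adjusted p was under 0.05. The 5 contrasts were DSS against untreated in WT, DSS against untreated in KO, KO against WT untreated, KO against WT under DSS, and the interaction, which is the DSS change in KO minus the DSS change in WT. The common biological coefficient of variation was 0.227. CPM values are scaled by the TMM factors, and log2 CPM values used a prior count of 2. An adjusted p given for a gene is from this edgeR test unless another tool is named.

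Gene sets were listed by hand and tested with camera (limma 3.58.1, two-sided, inter-gene correlation estimated from the data). The NF-kB target set listed 52 genes without Nfkb2, 39 of which were tested, and its p was adjusted over the 5 contrasts. The other sets, of interferon response, NF-kB pathway, leukocyte, stromal, epithelial lineage, proliferation and Y-linked genes, gave 55 tests adjusted together. A set of dissociation and heat-shock genes, 17 of them tested, was listed after the values of a few such genes had been seen and before the set was tested, and its camera p values are unadjusted. The Nfkb2 level was compared by an exact permutation test.

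The genes named follow a rule: Nfkb2, Rela, Relb, Rel, Nfkb1 and Nfkbia, then for each contrast up to 4 higher and 4 lower genes with the largest absolute log2 fold change among genes past the threshold with a mean log2 CPM of at least 3 and, for contrasts of 2 groups, no overlap between groups, and the 6 NF-kB targets with the smallest interaction p and a mean log2 CPM of at least 1. Some results that the rule selects are not reported here. Genes outside the rule are said to have been chosen after their values were seen. The grouping, the tests of the 5 contrasts, the gene sets other than the dissociation set, this rule and the alternatives were fixed before the data were examined, except for the leukocyte covariate for the other gene sets and the later tests named as such in the closing section.

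The titles number the samples 1 to 3 in every group, and this number is where any pairing comes from. Each sample is the colon of a different mouse. Deviations from group means of same-numbered samples were correlated over genes, and a fit with the replicate number as a block was made for each contrast. The library numbers in the labels run from 8519 to 8524 for WT and from 8525 to 8530 for KO, with untreated and DSS samples alternating in each genotype. Library order and genotype thus cannot be told apart, and no value within a batch can be given for a genotype comparison.

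The alternatives were DESeq2 1.42.0 (Wald test), limma voom with sample quality weights, median-of-ratios size factors, no low-count filter, at least 10 counts in every sample, only the groups of the comparison, an absolute log2 fold change of at least 1, replicate blocks, the mean log2 CPM of the leukocyte markers as a covariate, leaving out each sample, and for gene sets a fixed inter-gene correlation of 0.01 and the fry test. The procedure was tested on simulated counts for the real genes with 200 genes changed. Among the 12223 simulated genes tested it recovered 67.2% of the changed genes for a contrast of 2 groups and 48.5% for the interaction, 5.67% of its calls were unchanged genes, and it made 0 calls in the contrast where nothing was changed. Of 200 simulated sets with no shift, 4 had a camera p under 0.05. The simulated genes were drawn independently and these sets were random. This count therefore does not test sets of correlated genes, such as the colonocyte set (estimated correlation 0.57 for DSS in WT). Sequence sharing was counted as the percent of 50-base words of the longest M21 transcript of a gene that occur in transcripts of other genes. Figures were drawn with matplotlib 3.10.9.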

Results

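Gene expression was measured by RNA sequencing in 12 samples of colonic intestinal epithelial cells, 3 each from untreated WT, DSS-treated WT, untreated Nfkb2 KO and DSS-treated Nfkb2 KO mice. Total counts per sample ranged from 6323781 to 7743079 in untreated WT, from 6043476 to 7353227 in WT under DSS, from 7246017 to 8117740 in untreated KO and from 5595909 to 7142061 in KO under DSS. Between 15738 and 17120 genes had at least 1 count in a sample. The first principal component of the log2 CPM values held 23.4% of the variance and the second held 15.001%. Every library had reads of the Y-linked genes Kdm5d (154 to 383 counts), Eif2s3y (529 to 904), Uty (226 to 441) and Ddx3y (381 to 579), and Xist had 0 to 6 counts.

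The targeted gene was examined first. Nfkb2 (ENSMUSG00000025225.13) lies on chromosome 19 from 46304320 to 46312385 on the plus strand of GRCm38 in GENCODE M21, where it overlaps Psd, so that unstranded counting could assign shared reads to either gene. Its level was 36.8 ± 6.51 CPM (SD, n = 3) in untreated WT, 42.4 ± 3.33 CPM in WT under DSS, 14.3 ± 2.89 CPM in untreated KO and 17.4 ± 2.04 CPM in KO under DSS. The counts were 211 to 346 in the 6 WT samples and 87 to 143 in the 6 KO samples, so reads of the gene remained in every KO library at 40.1% of the WT level on average. The mean difference of -1.31 in log2 CPM gave p = 0.00216 in an exact two-sided permutation test over 924 rearrangements, the smallest p this design allows. All 6 KO values lay below all 6 WT values, in the direction of the labels. Between treatments, Nfkb2 differed by less than the threshold in WT (log2 fold change 0.20, SE 0.19, edgeR adjusted p 0.683) and in KO (0.28, SE 0.20, edgeR adjusted p 0.569).

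**Figure D1:**
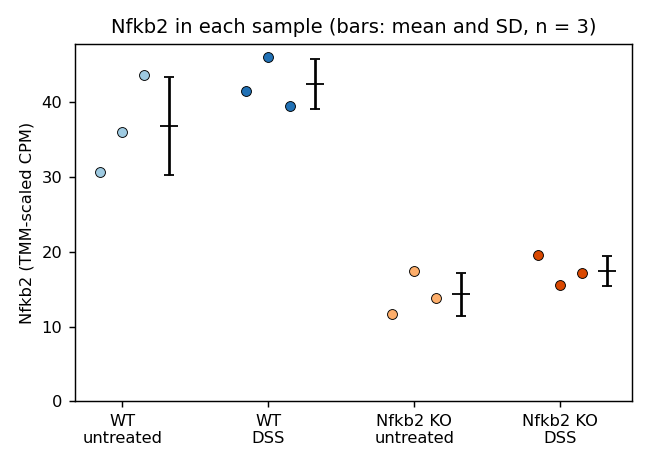
Nfkb2 level (TMM-scaled CPM, y axis) in each sample of the 4 groups (x axis), with each group's mean and SD (n = 3). All 6 KO samples, from 11.7 to 19.6 CPM, lie below all 6 WT samples, from 30.7 to 46.0 CPM.

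The first comparison asked which genes differed 48 h into DSS in WT cells. Of 12522 genes tested, 789 passed the threshold (edgeR quasi-likelihood test, adjusted p under 0.05), 351 higher and 438 lower under DSS. The alternative that moved this count most was the leukocyte marker covariate, with 215 genes. The changes called largest from here on are those among genes meeting the naming rule, with a mean log2 CPM of at least 3, and genes with lower counts can have larger values. The largest increase was in Lrg1 (ENSMUSG00000037095.7, chromosome 17 from 56119678 to 56122001), from 4.56 ± 1.07 CPM (SD, n = 3) to 319 ± 24.6 CPM, a log2 fold change of 6.12 (SE 0.19, edgeR adjusted p 1.54e-10). Tac1, Ido1 and Lbp rose by log2 fold changes of 4.30, 4.24 and 3.88. The largest decrease was in 2010109I03Rik, from 45.4 ± 14.8 CPM to 1.62 ± 0.74 CPM (log2 fold change -4.79, SE 0.36, edgeR adjusted p 1.09e-06). Pla2g4c, Tmigd1 and Slc9a3 fell, with log2 fold changes of -4.04, -3.64 and -3.59. Pla2g4c shares 2.66% of its 50-base words with a pseudogene copy and overlaps other annotated genes, so its counts are uncertain to that extent.

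In KO cells the same treatment gave 491 genes past the threshold, 235 higher and 256 lower. Deviations of same-numbered samples were correlated in this contrast (r = 0.145), and with the replicate number as a block 409 genes passed. Lrg1 again rose most, from 1.42 ± 0.22 CPM (SD, n = 3) to 10.2 ± 1.96 CPM (log2 fold change 2.85, SE 0.23, edgeR adjusted p 1.70e-05). Mx2, Mx1 and Hspa1a followed with log2 fold changes of 2.30, 2.26 and 2.23. Mx1 and Mx2 share 4.77% and 6.55% of their 50-base words, and Hspa1a shares 58.8% with Hspa1b, so the Hspa1a counts cannot be assigned to that gene alone. Slc9a3 (chromosome 13 from 74121457 to 74169442) fell most, from 89.8 ± 6.61 CPM to 16.4 ± 0.94 CPM (log2 fold change -2.45, SE 0.14, edgeR adjusted p 6.83e-07), followed by Cdc7 (-2.14), 2010109I03Rik (-2.13) and Aqp1 (-2.07). Cdc7 had an edgeR adjusted p of 0.0157 and did not pass in 4 of the fits that each left out one sample.

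The DSS changes of the 2 genotypes overlapped in part. Of the genes past the threshold, 226 passed in both genotypes, 199 of them in the same direction and 27 in opposite directions. Across all genes tested, the log2 fold changes had a Pearson correlation of 0.331, and genes are not independent replicates. Over the 1054 genes past the threshold in either genotype, the slope of the KO change on the WT change was 0.385.

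**Figure D2:**
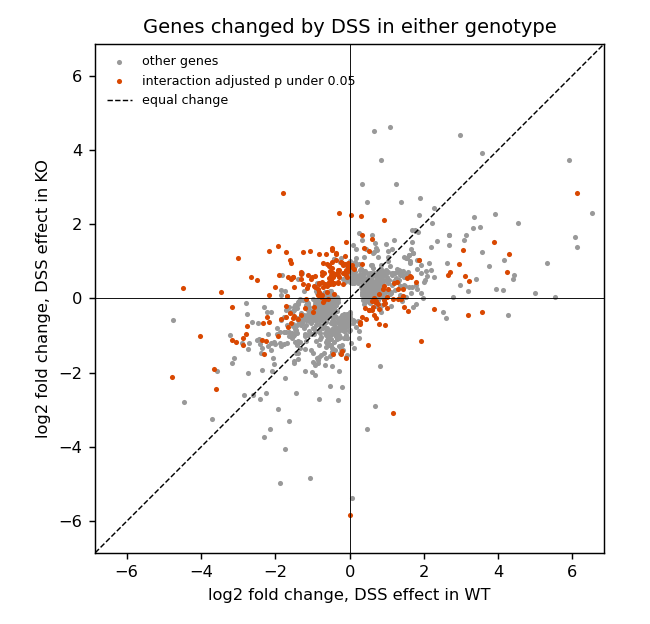
Log2 fold change under DSS in WT (x axis) and in KO (y axis) for the 1054 genes past the threshold in either genotype, with the dashed line at equal change. Orange points are the 208 of these genes that also passed the interaction test, and grey points are the others.

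The next comparisons asked which genes differed between genotypes. In untreated cells 436 genes passed, 215 higher and 221 lower in KO. Same-numbered samples deviated in opposite directions on average (r = -0.134), and with the replicate block 345 genes passed. Among the largest increases were those of Gm11735 (log2 fold change 4.21, SE 0.42, edgeR adjusted p 3.90e-05), Ccl20 (3.49), Ubd (3.00) and Rgs1 (2.92). Gm11735 is annotated as an unprocessed pseudogene on chromosome 11 from 116739062 to 116749833 and shares 53.4% of its 50-base words with its neighbour St6galnac1, so its counts are uncertain. St6galnac1 and BC018473 beside it, chosen after their values were seen, had larger differences in the same direction. Among the largest decreases were those of Reg3b (-3.87), Pnliprp2 (-3.44) and Hspa1a (-3.34). Reg3b was 177 ± 170 CPM (SD, n = 3) in untreated WT, with a range from 75.5 to 374 CPM, and 12.01 ± 2.68 CPM in untreated KO (edgeR adjusted p 0.000567).

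Under DSS 390 genes passed, 222 higher and 168 lower in KO than in WT. Gm11735 (log2 fold change 4.55), Slc27a2 (2.32), Rgs1 (2.08) and Pros1 (2.00) were higher. Lrg1 was 10.2 ± 1.96 CPM (SD, n = 3) in KO and 319 ± 24.6 CPM in WT, a log2 fold change of -4.95 (SE 0.18, edgeR adjusted p 9.20e-10), and Reg3b (-3.16), Plet1 (-2.98) and Muc1 (-2.85) were also lower. Plet1 overlaps the antisense gene Plet1os and Slc27a2 overlaps Gm26697. In both genotype comparisons 112 genes passed, 86 in the same direction and 26 in opposite directions. Genotype and library order cannot be told apart in these samples.

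**Figure D3:**
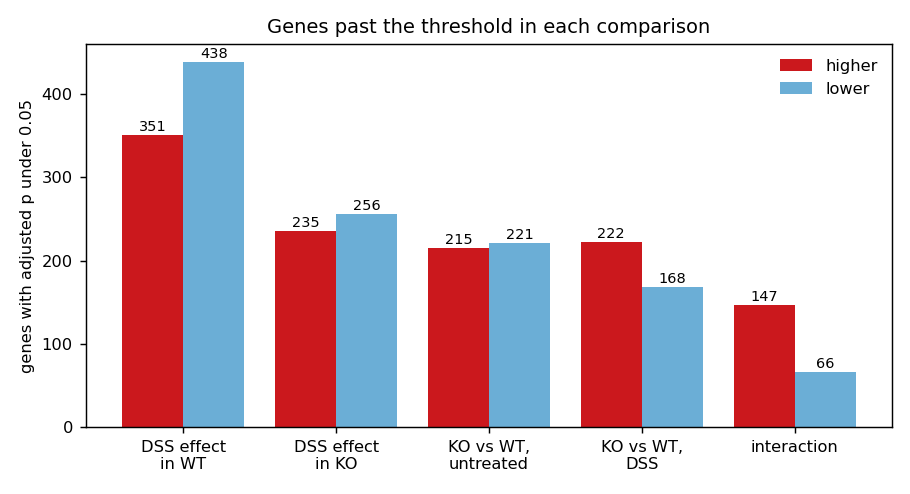
Number of genes with an edgeR adjusted p under 0.05 (y axis) in each of the 5 contrasts (x axis), split into genes with a positive (higher) and a negative (lower) log2 fold change. The counts run from 351 higher and 438 lower for DSS in WT to 147 higher and 66 lower for the interaction.

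The interaction asked directly whether the DSS change differed between genotypes. It passed for 213 genes, 147 with a more positive and 66 with a more negative change in KO, and the check of same-numbered samples gave r = 0.116. With the replicate block 186 genes passed. Among the largest positive values were those of Fn1 (3.64, SE 0.64, edgeR adjusted p 0.00714), Ang4 (3.33) and Pla2g4c (3.02). The mean of Fn1 was 57.0 ± 3.72 CPM (SD, n = 3) in untreated WT and 5.12 ± 2.26 CPM in WT under DSS, against 9.37 ± 6.60 CPM and 10.5 ± 4.09 CPM in KO. Ang4 shares 4.70% of its 50-base words with other genes and Fn1 overlaps Apol7d. Among the largest negative values were those of Tnf (-3.64), Ido1 (-3.54), Lrg1 (-3.27) and Tac1 (-3.09). The untreated WT group was the one farthest from the mean of the others for 85 of the 213 genes (39.9%), against 28.9% of all genes tested.

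The study's title concerns the canonical NF-kB module, and a set of 39 tested NF-kB target genes addressed it. Its mean log2 CPM was 3.24 ± 0.12 (SD, n = 3) in untreated WT, 4.32 ± 0.04 in WT under DSS, 4.01 ± 0.10 in untreated KO and 4.33 ± 0.08 in KO under DSS. Under DSS the set's mean log2 fold change was 1.17 in WT (camera adjusted p 7.45e-05), with 32 of the 39 genes higher. The alternative that moved it most was the filter of at least 10 counts in every sample, with 0.83. That filter kept 25 of the genes and drops targets with few counts in untreated WT, such as Cxcl1 (6 to 7 counts). It can thus remove genes because they rise under DSS. In KO the set's mean was 0.34 (camera adjusted p 0.00726), with 26 genes higher, and 0.33 with the replicate block (camera adjusted p 0.0165, check r = 0.145). Without replicate 3 of KO under DSS it was 0.18, which still passed (camera adjusted p 0.0224). In untreated cells the set was higher in KO than in WT by 0.86 (camera adjusted p 0.000318), with 29 genes higher, and by 0.88 with the block (camera adjusted p 0.00185, check r = -0.134). Under DSS the genotypes differed by 0.038 (camera adjusted p 0.677), which did not pass. The interaction was -0.83 (camera adjusted p 0.000318), with 10 of the 39 genes positive, and -0.85 with the block (camera adjusted p 0.00185, check r = 0.116). With the leukocyte marker covariate the set's means for DSS in KO (0.11) and for untreated genotypes (0.52) no longer passed. A set of 17 dissociation and heat-shock genes, listed after the values of a few such genes had been seen, also had a negative interaction (-0.32, unadjusted camera p 0.00957). Adjusted over the list alone, 20, 9, 15, 11 and 11 of the targets passed in the 5 contrasts in the order given, against 16, 8, 9, 6 and 8 adjusted over all genes.

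**Figure D4:**
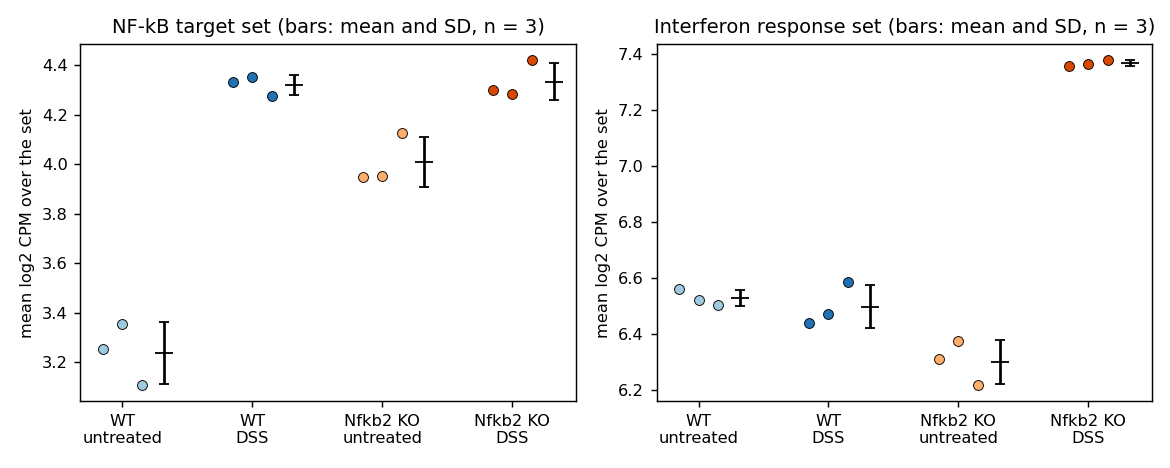
Mean log2 CPM (y axes, not starting at 0) of the NF-kB target set (left) and the interferon response set (right) in each sample of the 4 groups (x axes), with group mean and SD (n = 3). The NF-kB set is lowest in untreated WT (3.24) and the interferon set is highest in KO under DSS (7.37).

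The targets with the smallest interaction p were Tnf, Nfkbia, Ccl20, Cxcl1, Nos2 and Nfkbiz, with interaction values of -3.64, -1.33, -2.56, -2.75, -1.77 and -0.82. Tnf (ENSMUSG00000024401.13, chromosome 17 from 35199381 to 35202007) rose in WT from 3.40 ± 0.84 CPM (SD, n = 3) to 31.2 ± 0.86 CPM, and was 14.1 ± 2.29 CPM in untreated KO and 10.4 ± 1.73 CPM in KO under DSS. Its log2 fold change under DSS was 3.19 in WT (SE 0.25, edgeR adjusted p 1.88e-06) and -0.45 in KO (SE 0.23, edgeR adjusted p 0.370). Cxcl1 had 6 to 7 counts in untreated WT samples and 58 to 75 counts in WT under DSS, and 65 to 108 counts in untreated KO and 83 to 109 counts in KO under DSS. Nfkbia (chromosome 12 from 55489410 to 55492647) rose from 130 ± 6.64 CPM to 324 ± 18.7 CPM in WT, and was 250 ± 13.5 CPM in untreated KO and 248 ± 31.2 CPM in KO under DSS. Nfkbiz was the only one of the 6 whose untreated log2 difference between genotypes was negative (-0.36, edgeR adjusted p 0.102). None of Rela, Relb, Rel and Nfkb1 passed in any of the 5 contrasts, and the smallest of their adjusted p values was that of Relb in untreated cells, 1 of 3 results among these 20 with an unadjusted p under 0.05 (log2 fold change 0.50, SE 0.14, edgeR adjusted p 0.0682).

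Among the other gene sets, 13 of 55 tests passed, 9 with a positive and 4 with a negative mean, and with the replicate block 7 passed. The alternative that moved this count most was the leukocyte covariate, chosen for these sets after seeing the data, with 6. The passes lost with the covariate include those of the leukocyte set itself, whose genes make up the covariate. Part of this fall thus follows from how the covariate was made. The interferon response set of 28 genes had a mean log2 fold change under DSS of -0.035 in WT (camera adjusted p 0.566), with 11 genes higher. In KO the set's mean was 1.07 (camera adjusted p 0.000125), with all 28 genes higher, and 1.07 with the block (camera adjusted p 0.00187, check r = 0.145). Its interaction was 1.11 (camera adjusted p 0.000153), and 1.11 with the block (camera adjusted p 0.00187, check r = 0.116). It was higher in KO than in WT under DSS by 0.87 (camera adjusted p 0.000175). Leukocyte markers were higher under DSS in WT by 1.90 (camera adjusted p 0.0376), in untreated KO than in untreated WT by 2.00 (camera adjusted p 0.0132, and 0.0432 with the block), and in KO than in WT under DSS by 1.09 (camera adjusted p 0.0470). Colonocyte markers were lower under DSS, with a mean log2 fold change of -1.41 in WT (camera adjusted p 0.0132), and -0.86 in KO (camera adjusted p 0.0347, and 0.0432 with the block). Proliferation markers changed by -0.86 under DSS in KO (camera adjusted p 0.0347), and with the block the adjusted p was 0.0579. Tuft cell markers, 5 genes tested, were lower in untreated KO (-1.49, camera adjusted p 0.0470, but 0.0501 with size factors and 0.0750 with the block) and had an interaction of 2.19 (camera adjusted p 0.0254, and 0.0432 with the block), which did not pass with the leukocyte covariate (camera adjusted p 0.112). The NF-kB pathway set passed under DSS in WT (0.27, camera adjusted p 0.0483, but 0.0504 with size factors) and in KO (0.31, camera adjusted p 0.0470, and 0.0750 with the block).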

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

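The tests of leukocyte RNA and of dissociation for the tuft set, and of depth for the number of interaction genes, were chosen after the result was seen. The list of dissociation and heat-shock genes was written after the values of a few such genes had been seen, and before the set was tested.

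The DSS change differed between genotypes for 213 genes by the interaction term of edgeR. After every library was thinned to 5595909 counts, 215 genes passed, and with the replicate block as well 188 passed, so depth alone is not a sufficient explanation. Of the 4 ways to split the 6 genotype-and-number pairs of samples that part all 3 same-numbered pairs, 1, the real one, gave as many genes. None of the 6 other splits, which part 1 pair, did. With 10 splits the share cannot fall under 0.05, a limit set by the design, so a coincidence of grouping cannot be excluded by this count. The other splits also mix WT and KO samples within a group. A real genotype difference then adds to the spread and lowers their counts, so those low counts are no separate support. Untreated and DSS libraries alternate within each genotype, so a constant shift between WT and KO libraries cancels in the interaction.

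The NF-kB target set had an interaction of -0.83, which is the difference between a rise of 1.17 in WT and of 0.34 in KO. The untreated KO samples already had a set mean of 4.01 log2 CPM against 3.24 in untreated WT, and under DSS the set means were 4.33 and 4.32. Single targets still differed under DSS, 11 of the 39 adjusted over the list alone, 5 of them higher and 6 lower in KO, and Tnf was lower in KO (log2 fold change -1.59, edgeR adjusted p 0.00130). Thinning to equal depth gave -0.81 (-0.82 with the replicate block), removing the trend on GC content and transcript length, known for 99.7% of tested genes and 100% of the set, gave -0.80 (-0.82 with the block), and the leukocyte covariate gave -0.76, each with the sign kept. A set of 17 tested dissociation and heat-shock genes had an interaction of the same sign, -0.32 (camera p 0.00957), so a dissociation response that differed between the groups may contribute. Like the NF-kB set, the dissociation set rose under DSS in both genotypes and less in KO. Its mean change was 0.74 in WT (camera p 0.000106) and 0.42 in KO (camera p 0.00264). The 2 sets differed in where the genotypes parted. The dissociation set did not differ detectably between untreated genotypes (0.095, camera p 0.354) and was lower in KO under DSS (-0.22, camera p 0.0136), whereas the NF-kB set differed between untreated genotypes (0.86) and not under DSS (0.038). The dissociation set mean thus showed no rise in untreated KO like that of the NF-kB set. Genes of such a response need not move together, however. The heat-shock gene Hspa1a was lower in untreated KO (log2 fold change -3.34) and had a positive interaction (1.91). The set mean therefore does not decide whether a dissociation response contributes to the untreated difference, and a share in the interaction is not excluded. Of the 4 comparable splits 1, the real one, gave as large an interaction, and the largest value among the other 9 splits was 0.31. A share under 0.05 was out of reach by design, so these splits neither exclude a coincidence of grouping nor count as evidence for one. As a hypothesis, loss of Nfkb2 may raise NF-kB target RNA in untreated cells, so that the set's rise under DSS starts from a higher level, although the targets lower in KO under DSS, such as Tnf, go against this reading. Nfkbiz goes against it directly, with a log2 difference of -0.36 between untreated genotypes (edgeR adjusted p 0.102) and of -1.18 under DSS (edgeR adjusted p 2.90e-05). Leukocyte RNA is an open alternative for the untreated difference, since leukocyte markers were 2.00 higher in untreated KO and with them as a covariate the difference was 0.52 (camera adjusted p 0.212, range 1.63e-13 to 0.212 over its 13 alternatives).

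The interferon response set had an interaction of 1.11, from a mean change of -0.035 in WT to a rise of all 28 genes in KO. The WT mean covers genes that moved both ways. Adjusted over the list alone, 17 of the 28 passed in WT, 7 of them higher and the rest lower. Between untreated genotypes the set's mean was -0.24 in KO against WT (camera adjusted p 0.0875), which did not pass. Adjusted over the list alone, 14 of the 28 genes passed there, 2 of them higher in KO and the rest lower. The interaction includes this untreated difference. Thinning gave 1.11, removing the GC and length trend gave 1.11, and the leukocyte covariate gave 1.14. That trend explained 0.21% of the variance of the interaction over genes, so its removal changed almost nothing and says little about other forms of such bias. With the replicate block the thinned and detrended values were 1.11 and 1.12. The dissociation set moved the other way (-0.32). Of the 4 comparable splits 1 gave as large a value, and the largest among the other 9 splits was 0.46. Grouping remains as an explanation that 10 splits cannot exclude by design, and only the forms of bias named here were tested. An interferon response to DSS in KO epithelium, or a difference in housing or exposure between the mice, is a hypothesis consistent with these values and was not tested further.

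The tuft set had an interaction of 2.19 over 5 tested genes, with means of 2.60 and 1.55 log2 CPM in WT (untreated and DSS) and 1.29 and 2.29 in KO. Thinning gave 2.14 (2.16 with the block), the GC and length trend removal 2.22 (2.29 with the block), and the leukocyte covariate 2.11 with an unadjusted camera p of 0.0142 and a camera p adjusted over the 55 tests of 0.112, which did not pass, with a range from 0.0262 to 0.112 over its 3 alternatives. The dissociation set moved the other way (-0.32). Of the 4 comparable splits 1 gave as large a value, and the largest among the others was 1.39. Adjusted over the 5 genes alone, 4 passed the interaction, and adjusted over all genes 0 did. The set's change under DSS did not pass in either genotype by itself. It was -1.09 in WT (camera adjusted p 0.154) and 1.10 in KO (camera adjusted p 0.124). A share that excludes grouping was out of reach by design, so the splits neither exclude it nor count as evidence for it.

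Single genes with an interaction past the threshold, among those named here, moved in either direction. Negative values were those of Tnf (-3.64), Ido1 (-3.54), Lrg1 (-3.27), Tac1 (-3.09), Cxcl1 (-2.75), Ccl20 (-2.56), Muc1 (-2.51), Lbp (-2.38), Ubd (-1.90), Nos2 (-1.77), Nfkbia (-1.33), Plet1 (-1.18) and Nfkbiz (-0.82). Positive values were those of Fn1 (3.64), Ang4 (3.33), Pla2g4c (3.02), Pros1 (2.97), Pnliprp2 (2.93), 2010109I03Rik (2.66), Mx2 (2.58), Mx1 (2.22), Hspa1a (1.91), Tmigd1 (1.73) and Slc9a3 (1.14). For Hspa1a, reads shared with Hspa1b are a possible source of part of the count. No technical explanation was tested gene by gene, apart from the set tests, of which thinning gave -0.81 for the NF-kB targets and 1.11 for the interferon genes.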

How the results depend on the processing

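The leukocyte covariate for the sets other than the NF-kB targets was chosen after seeing the data, and scaling on ERCC counts was not run. DSS against untreated in WT gave 696 genes and KO against WT under DSS 290 genes with the replicate block, where same-numbered samples deviated together with r = 0.087 and r = -0.046. Block fits nested in genotype gave 893 genes for DSS in WT, 616 for DSS in KO and 263 for the interaction. Size factors by median of ratios gave 788, 493, 462, 394 and 215 genes in the 5 contrasts, with no median shift over 0.1.

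The DESeq2 Wald test gave 800 for DSS in KO, 790 for untreated genotypes, 662 for genotypes under DSS and 368 for the interaction. Voom with sample weights gave 749 for DSS in KO and 634 for genotypes under DSS. Without a low-count filter 776, 703, 642 and 356 genes passed in the last 4 contrasts. A log2 fold change of at least 1 left 358, 203, 204 and 172 genes in the first 4. With only the groups compared, 467 genes passed for DSS in WT, 599 for DSS in KO, 195 for untreated genotypes and 535 for genotypes under DSS. Among untreated genotypes, 37.9% of calls were higher in KO with voom and 49.3% in the test used above.

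The leukocyte covariate gave 215, 166, 74 and 95 genes in the first 4 contrasts, with 26.05%, 41.0%, 25.7% and 33.7% higher, against 44.5%, 47.9%, 49.3% and 56.9% without it. It gave 230 genes for the interaction, against 213, and only 154 genes passed in both fits. The NF-kB set under it was 0.11 for DSS in KO (camera adjusted p 0.238, range 4.85e-05 to 0.238 over its 14 alternatives) and 0.52 for untreated genotypes (0.212, range 1.63e-13 to 0.212 over 13), neither past the threshold, and -0.24 for genotypes under DSS. The covariate differs between groups, with a mean of 0.51 log2 CPM in untreated WT and 3.02 in KO under DSS, so it also removes part of any group difference. The NF-kB set difference between genotypes under DSS was 0.35 without a low-count filter, reversed with at least 10 counts in every sample (-0.025), and ranged from -0.076 to 0.19 over the fits that each left out one sample. It did not pass in any alternative (adjusted p 0.240 to 0.915). The NF-kB interaction kept its sign and side of the threshold over its 20 alternatives, from -0.91 to -0.51, as did DSS in WT over 14, from 0.83 to 1.20.

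Leaving out one sample at a time gave 483 to 958 genes for DSS in WT, 235 to 302 for DSS in KO, 212 to 725 for untreated genotypes, 160 to 231 for genotypes under DSS and 152 to 350 for the interaction. The highest values for DSS in WT, untreated genotypes and the interaction came without untreated WT replicate 3, which had the lowest voom sample weight (0.444). Of 55 other set tests 7 passed with the replicate block and 6 with the leukocyte covariate, against 13. With the covariate 5 of the 13 still passed and 8 did not. The goblet interaction newly passed with it (1.26, camera adjusted p 0.0307, against 0.83 and 0.101 without it). With the block the camera adjusted p for DSS in WT was 0.0790 for the NF-kB pathway set (range 0.0504 to 0.255 over its 3 alternatives) and 0.0750 for leukocyte markers (0.0369 to 0.850), and for leukocyte markers in genotypes under DSS it was 0.0980 (0.0477 to 0.874). The highest values for the leukocyte set came with the covariate made from its own genes. Of 49 named gene results past the threshold, 1, Cdc7 for DSS in KO, lost it in a leave-one-out fit. Over 87 results of single genes and other sets and 813 alternative values of them, 20 no longer passed, 4 newly passed and 19 reversed.

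Those 19 reversals were of NF-kB family genes that did not pass. Voom gave -0.047 for Rela in untreated genotypes. Leave-one-out ranges were -0.59 to 0.074 for Nfkb1 and DSS in WT, -0.0069 to 0.22 for Nfkb1 and -0.11 to 0.072 for Nfkbia and DSS in KO, -0.16 to 0.28 for Rela and -0.21 to 0.76 for Rel in untreated genotypes, -0.21 to 0.10 for Rel and -0.11 to 0.54 for Nfkb1 in genotypes under DSS, and -0.070 to 0.24 for Nfkb2, -0.041 to 0.40 for Rela and -0.83 to 0.14 for Rel in the interaction. The cause of these changes was not tested. Depth limits low genes such as Cxcl1, with 6 to 7 counts in untreated WT samples.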

Other observations

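The tests of strain variants near Nfkb2, of a block on chromosome 11, of carry-over and of mitochondrial sequence were chosen after the result was seen, and the genes named here were chosen after their values were seen.

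Each of the other comparisons was set against splits of the same 6 samples. For DSS in WT, DSS in KO, untreated genotypes and genotypes under DSS, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes, and none of the 6 splits that part 1 pair did. The highest count from another split was 7, in untreated genotypes. For the NF-kB set 1 of the 4 splits gave as large a mean change for DSS in WT, for DSS in KO and for untreated genotypes, and 4 of 4 did for genotypes under DSS. Since 3 samples against 3 make 10 splits, no share under 0.1 is possible. Every other split also mixes samples of the real groups, so a real difference adds to the spread within its groups. Low gene counts in those splits therefore follow from their make-up and are no separate support.

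Genes with the same direction in both genotype comparisons were over-represented near Nfkb2. Within 10 Mb, 5 of 135 tested genes other than Nfkb2 were such genes, against 80 of 12352 elsewhere (odds ratio 5.90, Fisher's exact p 0.00225). By the same test on each comparison alone, the odds ratio was 2.00 (p 0.0545) for untreated genotypes and 2.53 (p 0.00958) for genotypes under DSS. Genes changed by DSS in both genotypes were not detectably over-represented there by the same test (odds ratio 1.90, p 0.169). Only 4 of the 135 were such genes, and that odds ratio is near the 2.00 of untreated genotypes alone. The test thus does not show that the over-representation is limited to genotype differences. The 5 genes were Ide, Cyp2c68, Pdzd7, Sfxn3 and 2310034G01Rik. Pdzd7, on chromosome 19 from 45026906 to 45045717, had 53 to 111 counts in WT samples and 0 in all 6 KO samples. A candidate explanation is that variants of the donor strain flanking the targeted allele, rather than loss of Nfkb2, account for these differences. The labels give only C57BL/6 as strain, and no variant was examined. Cyp2c68 shares 43.3% of its 50-base words with other genes.

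St6galnac1 on chromosome 11 (116765025 to 116775507) had 778 to 1065 counts in KO samples, and 0 counts in 5 of the 6 WT samples. Its neighbours BC018473 and Gm11735 were also higher in KO, while the other 16 of the 19 tested genes within 0.5 Mb were not called in both comparisons. A second inherited block could account for 3 genes together. When 85 genes were placed at random, a share of 0.262 of 10000 draws had at least 3 within 1 Mb. The 3 genes here lie closer together than that window, between 116739062 and 116775507. The draws thus do not measure how rare such close neighbours are. Whether the clustering is evidence for a block is therefore left open. Gm11735 and St6galnac1 share sequence, so their counts are not independent. The WT sample with St6galnac1 reads, untreated replicate 3, had 13, or 1.56% of the mean KO level. Carry-over of KO material may be a source, but no other gene met the criteria for being read only in KO, and the count of such reads, 0, tests nothing.

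All 37 mitochondrial genes had 0 counts in every sample, whereas the nuclear genes Gm13340, Gm29216 and Gm10925 held 2.30% to 3.25%, 0.858% to 1.25% and 0.630% to 1.04% of the counts. For Gm10925 and Gm29216, 100% and 97.1% of the 50-base words occur in mitochondrial transcripts, and for Gm13340 27.5% do. Mitochondrial reads assigned to nuclear copies are therefore a possible explanation for the smaller 2 of these. For Gm13340, which held the largest share, the test does not decide, since it counts only exact words of annotated transcripts. The shares of Gm13340 and Gm29216 were both lowest in replicate 3 of WT under DSS (2.30% and 0.858%). Both were highest in replicate 3 of KO under DSS (3.25% and 1.25%). A source shared by these 2 genes is thus not excluded. No biological explanation was tested.

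The untreated WT group was farthest from the others for 39.9% of the interaction genes. The share was 0.415, 0.408 and 0.483 without untreated WT replicate 1, 2 and 3 in turn, so it did not fall in any of these fits. A group mean from fewer samples is noisier and may lie farthest more often by itself. No share over all genes was available for these fits. They therefore do not decide whether one deviating library explains the excess.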
